# OCT4 impedes cell fate redirection by the melanocyte lineage master regulator MITF in mouse ESCs

**DOI:** 10.1038/s41467-017-01122-1

**Published:** 2017-10-18

**Authors:** Danna Sheinboim, Itay Maza, Iris Dror, Shivang Parikh, Vladislav Krupalnik, Rachel E. Bell, Asaf Zviran, Yusuke Suita, Ofir Hakim, Yael Mandel-Gutfreund, Mehdi Khaled, Jacob H. Hanna, Carmit Levy

## Abstract

Ectopic expression of lineage master regulators induces transdifferentiation. Whether cell fate transitions can be induced during various developmental stages has not been systemically examined. Here we discover that amongst different developmental stages, mouse embryonic stem cells (mESCs) are resistant to cell fate conversion induced by the melanocyte lineage master regulator MITF. By generating a transgenic system we exhibit that in mESCs, the pluripotency master regulator Oct4, counteracts pro-differentiation induced by Mitf by physical interference with MITF transcriptional activity. We further demonstrate that mESCs must be released from Oct4-maintained pluripotency prior to ectopically induced differentiation. Moreover, Oct4 induction in various differentiated cells represses their lineage identity in vivo. Alongside, chromatin architecture combined with ChIP-seq analysis suggest that Oct4 competes with various lineage master regulators for binding promoters and enhancers. Our analysis reveals pluripotency and transdifferentiation regulatory principles and could open new opportunities in the field of regenerative medicine.

## Abstract (web summary)

Lineage master regulators induce differentiation and how the melanocyte master regulator Microphthalmia-associated transcription factor (MITF) is regulated is unclear. Here, the authors show that the pluripotency master regulator, OCT4, counteracts differentiation induced by MITF in mouse embryonic stem cells.

## Introduction

An ultimate goal of regenerative medicine is to produce functional differentiated cells suitable for transplantation. For this purpose, two main reprogramming approaches are currently available. One reprograms somatic cells into induced pluripotent stem cells (iPSCs) by the induction of the four Yamanaka factors^1–3^ and subsequently differentiates them into the desired somatic cells. The other is transdifferentiation, which is the direct conversion of one somatic cell type to another without going through pluripotency, by the manipulation of one or more ectopic master regulator transcription factors^4, 5^. Both of these reprogramming approaches face critical challenges of producing optimized cultures of reprogrammed target cells with high level of efficiency and quality. In order to meet these challenges a fully controlled directed differentiation and transdifferentiation is needed.

To date numerous studies have manipulated stem cell differentiation and cell fate redirection by cell culture growth media and microenvironment conditions^6^. However, it remains to be known whether pluripotent stem cells (ESCs or iPSCs) would be directly differentiated by inducing expression of a lineage specific master regulator that is known to successfully redirect cell fate in somatic cells.

ESCs are pluripotent cells derived from the inner cell mass of blastocyst-stage embryos that have the capacity to give rise to differentiated derivatives from all three primary germ layers: ectoderm, mesoderm, and endoderm^7^. iPSCs share chromatin structure and gene expression characteristics with ESCs^8^. ESCs differentiation into specialized cells requires the use of differentiation media that contains specific growth and signaling factors per se or in combination with the expression of defined transcription factors^6^. This approach has been used to differentiate ESCs into melanocytes^9–11^.

Microphthalmia-associated transcription factor (MITF) is a basic helix–loop–helix (bHLH-zip) transcription factor that serves as the master regulator of the melanocyte lineage. Nonfunctional MITF results in lack of melanocytes^12, 13^. Alternative promoters give rise to various MITF isoforms differing in their N-termini; promoter use is regulated in a tissue-specific manner^14^. The promoters of genes regulated by the melanocyte specific isoform, M-MITF, contain the consensus E-box sequence^12^. MITF regulates the transcription of melanocyte-specific genes: *TRPM1, TYR, TYRP1, DCT, SILV*, and *MLANA* as well as genes involved in cell survival and proliferation such as *BCL2*, *CDK2*, and *DICER* ^15^. MITF has a critical role in melanoma as it is required for survival and controls the proliferative, invasive, and metastatic properties of melanoma cells^16, 17^.

It was previously reported that ectopic expression of Mitf converts fibroblasts into cells with melanocyte characteristics, although only a minority of the Mitf-transfected cells had a melanocyte-like cell appearance^18^. A recent study showed that about 10% of the fibroblasts infected with retroviruses carrying a combination of transcription factors MITF, SOX10, and PAX3 acquire melanocyte properties^19^.

In an effort to produce highly efficient, directed differentiation and transdifferentiation systems, we analyze the effects of inducible expression of the Mitf master regulator in differentiation promoting growth conditions in both somatic cells and pluripotent ESCs. We develop a transgenic system in which Mitf expression is Doxycycline (Dox) inducible that enable us to screen Mitf reprogramming potential on different primary cell types originating from the same animal model and also to direct differentiation of pluripotent mESCs.

## Results

### Generation of Dox inducible Mitf reprogrammable system

In order to test the potential of different cell types to switch lineage in response to a single lineage master regulator expression, we established a Dox-inducible mouse model using the melanocyte lineage specific isoform of Mitf (M-Mitf). M-Mitf serves here as an exclusive inducer of differentiation and transdifferentiation unlike the conventional method based on media promoting factors. We used KH2 mESCs that constitutively express the M2 reverse tetracycline transactivator (M2rtTA)^20^ from the *ROSA26* locus (*ROSA26*-M2rtTA). A Dox-responsive element controlling Mitf expression was targeted downstream of the *collagen 1a1* locus by frt/Flpase-mediated site-specific integration (*Col1a1-TetO-Mitf*). In order to visualize the engineered mESCs, pBRY-CAGGS-mCherry encoding transgene was transduced into the correctly targeted mESCs (Fig. 1a, b). mESCs were injected into host E3.5 mouse blastocysts and chimeric embryos were dissected at 13.5E and were used to generate mouse embryonic fibroblast cultures (MEFs). Chimeric newborn P1-3 mice were also generated and somatic tissues were analyzed (Fig. 1c). The constitutively expressed mCherry allele and puromycin resistance cassettes allowed us to easily isolate and purify the Mitf transgenic cells from chimeric cultures and animals.

**Fig. 1:**
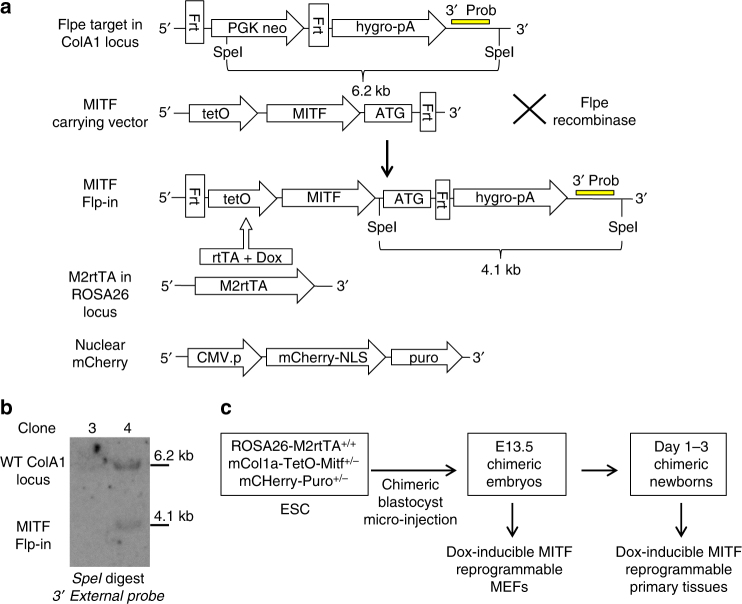
Generation of Dox inducible Mitf reprogrammable system. **a** A schematic illustration of the Frt-tetO-Mitf knock-in construct directed to the Flpe mCol1a cassette. Also indicated are 3’ Southern blot external probes and the nuclear mCherry transgene marker. **b** Southern blot verification of tetO-Mitf knock-in to mESCs. Clone #3 was incorrectly targeted, whereas clone #4 was correctly targeted and was used for injection into E3.5blastocyst to obtain ROSA26-M2RtTa^+/+^mCol1a-TetO-*Mitf* ^+/−^ derived MEFs and somatic cells. **c** A schematic illustration of the Mitf knock-in reprogrammable MEFs and somatic cells

### MITF efficiently transdifferentiates MEFs

Somatic cell transdifferentiation into melanocyte-like cells has been previously reported in MEFs at efficiencies of 2 to 10%^18, 19^. Although transdifferentiation is considered to be superior in terms of reprogramming efficiency as compared to conventional iPSCs reprogramming, the acceptable range of transdifferentiation protocols is up to 20% efficiency of the source cell population^21–23^.

We first aimed to validate the ability of Dox-induced Mitf expression to stimulate transdifferentiation in mouse cells. We generated MEFs from the engineered mouse chimera embryos and induced Mitf expression by supplementing growth media with Dox. Dox treated Mitf knock-in MEFs acquired a dendrite like morphology that is a distinctive characteristic of melanocytes^24^ (Fig. 2a) whereas Mitf knock-in mESCs appearance remained unchanged (Supplementary Fig. 1a).

**Fig. 2:**
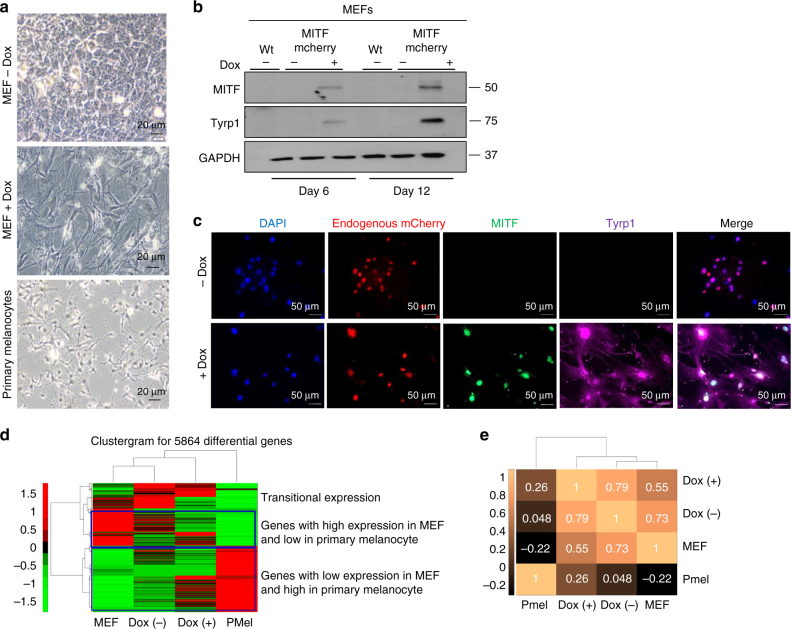
MITF efficiently transdifferentiates MEFs. **a** Bright field images of Mitf knock-in MEFs showing morphological changes at 12 days after Mitf induction by Dox supplementation and of untreated Mitf knock-in MEFs and primary mouse melanocytes. This was one of *n* = 3 experiments. **b** MITF and TYRP1 protein levels in Mitf knock-in MEFs at days 6 and 12 post Dox induction. This was one of *n* = 3 experiments. **c** Immunostaining of MITF (green) and TYRP1 (purple) in MEFs at day 6 post Dox induction with endogenous expression of mCherry (red). This was one of *n* = 3 experiments. **d** Hierarchical clustering of genes differentially expressed in MEFs before and after induction of Mitf expression (5864 genes) using Spearman correlation as a distance metric, Ward’s linkage, and per-row standardization (z score). **e** Spearman’s correlation was calculated over all exons that show differential ( > 4 fold change) expression between MEFs and melanocyte samples (45,155 exons)

We then examined expression of known MITF target genes upon Dox induction. Mitf knock-in MEFs showed higher expression of melanogenic markers at 6 days post Dox induction than at earlier time points (Supplementary Fig. 1b, c). We therefore treated Mitf knock-in MEF and mESCs cells for 6 days and demonstrated upregulation of MITF target genes, TYRP1 and TYR (Fig. 2b and Supplementary Fig. 1d). Moreover, TYRP1 upregulation in Dox-treated MEFs compared to the vehicle-treated MEFs was demonstrated by immunostaining (Fig. 2c) and quantified (Supplementary Fig. 1e, f). MITF, as an expected of a transcription factor, was localized to the nucleus, whereas TYRP1 was found in the cytoplasm since it is part of the secreted pigment-producing vesicles^25^ that are trafficked from melanocytes to adjacent cells^26^. Finally, to examine the global effect on the transcriptome, we performed a global mRNA expression profiling via RNA-seq. 

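The experiment had 1 RNA-seq library for each of 4 conditions. These were wild-type MEFs at passage 3, untreated Mitf knock-in MEFs, called Dox (-), and Mitf knock-in MEFs treated with Dox for 6 days, called Dox (+), both at passage 5, and primary mouse melanocytes (PMel) at passage 5. In the knock-in MEFs Dox switches on the M isoform of Mitf, the form made in melanocytes. The authors aligned the reads to the mm10 mouse genome, counted them on each annotated exon and deposited RPKM values, that is, reads per kb of exon scaled by the number of aligned reads of the library. The values of 3 libraries were analysed here, those labelled MEF, Dox (-) and Dox (+). The PMel library was not analysed here, because a column of values was used only where its name matched a library, and where PMel levels are given they are the paper's own values from Supplementary Data 1. Multiplied by exon length and by a depth common to the library, the RPKM values of low exons returned whole reads, for 96.8% of them in MEF at a depth of 45000000 reads, 96.6% in Dox (-) at 45000000 reads and 96.5% in Dox (+) at 44000000 reads. These were taken as the depths of the libraries. A floor of 3 reads on an exon of 150 bp then corresponds to 0.444 RPKM in MEF and Dox (-) and to 0.455 RPKM in Dox (+), and folds against a library at or under 3 reads are given as lower bounds. Exon identifiers were matched to GENCODE release M21, which is on the same genome build. Of the 234718 exons listed, 228132 matched, and 226463 of these belonged to protein coding, pseudogene or lincRNA genes, 22823 genes in all. The level of a gene was the highest RPKM among its exons, as in the paper's methods, and log2 fold changes were computed after adding a pseudocount of 1 RPKM, which understates the change of genes with low levels. Exons of different transcripts overlap and the paper does not state that reads were counted by strand, so overlapping genes can share reads. With 1 library per condition there is no replicate check, and intervals given for these libraries cover counting error or the choice of genes only.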

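Mitf itself, on the plus strand of chromosome 6 from 97807052 to 98021349 in mm10, was the induced gene and was read to check the labels. Its highest exon had 30.8 RPKM in Dox (-) and 1544 RPKM in Dox (+), a log2 fold change of 5.60 (95% counting error 0.28), while no Mitf exon of the library labelled MEF exceeded 1.52 RPKM. The exon with the highest value in Dox (+), from 98010395 to 98010470, had 5164 reads there, 104 in Dox (-) and 4 in MEF. Across the 7 internal exons of the M isoform the rise from Dox (-) to Dox (+) was between 47.2-fold and 63.6-fold. The 3′ untranslated region downstream of the short form of the last exon, from 98018708 to 98021349, had 4.51 RPKM in Dox (-) and 3.87 RPKM in Dox (+).

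**Figure D1:**
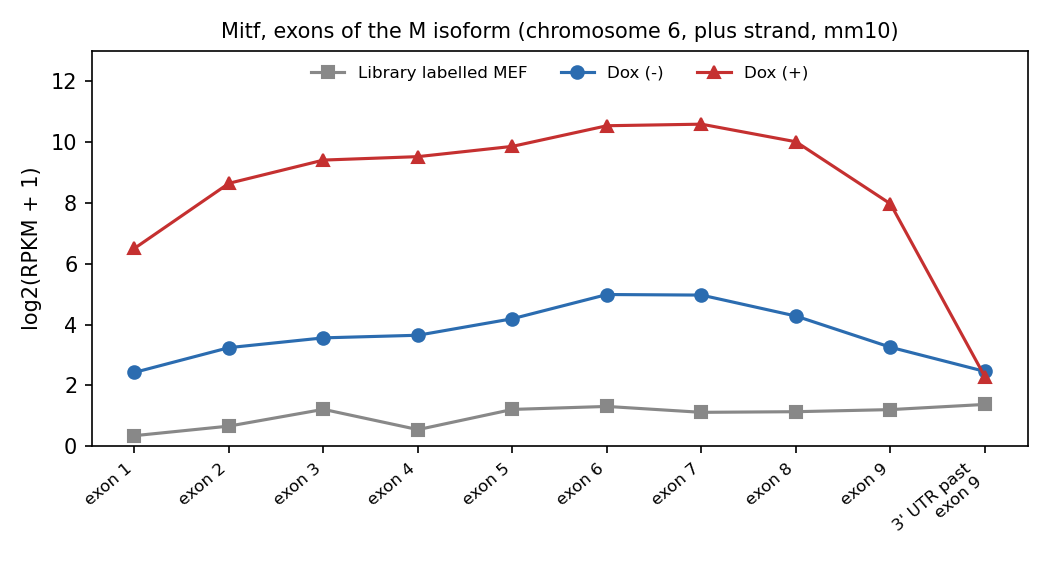
log2(RPKM + 1) of the exons of the Mitf M isoform, in transcript order along the x axis, with 1 point per exon and library for the library labelled MEF (grey squares), Dox (-) (blue circles) and Dox (+) (red triangles). The last position is the 3′ untranslated region past exon 9, where Dox (+) lies at 3.87 RPKM and Dox (-) at 4.51 RPKM.

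With the threshold that the paper's methods use, above 10 RPKM in at least 1 of the 2 libraries and a more than 4-fold difference, 218 of 13300 genes were higher in Dox (+) than in Dox (-) and 719 were lower. With at least 1 differential exon as the criterion, 8651 exons of 1609 genes differed. Lowering the fold threshold to 2 moved these numbers most, to 29778 exons of 5672 genes. At that threshold 1438 genes were higher in Dox (+) and 1470 were lower, so the excess of falling genes was small. Rises and falls were ranked by log2 fold change with the pseudocount. The 5 largest rises among genes with a named symbol were those of Atp6v0d2 (log2 fold change 6.66), Mlana (6.59), Tyrp1 (6.19), Mitf and Lce1a2 (5.05). Atp6v0d2 encodes a subunit of the vacuolar proton pump and Lce1a2 a protein of the cornified envelope of the skin. On the exon with the highest value in Dox (+), Lce1a2 had 72 reads there and 0 in Dox (-), a rise of at least 24.6-fold. The 5 largest falls were those of Fcrls (-8.91), Clec12a (-8.30), Ms4a6b (-7.20), Eln (-7.17) and Cd300ld2 (-7.11). On the exon with the highest value in Dox (-), Fcrls, Clec12a and Ms4a6b had 0 reads in Dox (+), Cd300ld2 had 1 and Eln, which encodes elastin, had 7 reads against 1660. Fcrls had 1.49 RPKM in Dox (+) on another exon. In the library labelled MEF the highest exon of Fcrls, Clec12a and Ms4a6b was below 1 RPKM. There were 453 genes more than 4-fold higher in Dox (-) than in both Dox (+) and MEF. The 8 macrophage genes listed before the values were examined also had their highest levels in Dox (-). Their median log2 fold change to Dox (+) was -4.93. A larger amount of macrophage RNA in Dox (-) cannot be told apart here from a lowering by Dox or MITF. The falls are therefore not shown to be an effect of Mitf.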

Genes differentially expressed in Mitf knock-in MEFs compared to vehicle-treated knock-in MEFs (Supplementary Data 1; Supplementary Table 1) were clustered and compared to expression in untreated wild-type MEFs and primary mouse melanocytes (PMel) (Fig. 2d). This clustering demonstrates a gradual transition in the expression profile of Dox treated Mitf knock-in MEFs toward the melanocyte expression profile (Fig. 2d). 

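The transition was read here from the genes that Supplementary Data 1 lists as higher in PMel. Only part of that list was read here, and the shares below describe that part. It holds 1998 genes, all more than 4-fold higher in PMel than in MEF by the paper's values. Of these, 1843 were found among the deposited exons. From Dox (-) to Dox (+), 1435 of these rose, 389 fell and 19 were equal, so that 77.9% rose (95% Wilson interval over genes, 75.9% to 79.7%). In random gene lists of the same size and mean expression the median share was 57.9%, and the observed share lay above all of 1000 such lists. The median log2 fold change of the listed genes was 0.39, against 0.14 in the random lists. When the 3 libraries were rescaled to a common median the share was 61.2%, against 44.2% in the random lists. Measured from the library labelled MEF in place of Dox (-), a comparison added after the data were seen, 75.3% were higher in Dox (+), against 62.3% in the random lists. Clustering with PMel was not run here.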

Likewise, Spearman correlation coefficients clearly demonstrate that Dox treated Mitf knock-in MEFs (Dox + ) are more similar to primary melanocytes (0.26) than to untreated Mitf knock-in MEFs (0.048), but overall Dox-treated knock-in MEFs are still more similar to wild-type MEFs (0.73) than to primary melanocytes (Fig. 2e). 

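Spearman correlation coefficients were computed for the 3 pairs of libraries among MEF, Dox (-) and Dox (+). They were taken over the 142568 exons above 10 RPKM in at least 1 of the 3. The paper's coefficients are over exons more than 4-fold different between MEFs and melanocytes, so its values and these are not like for like. The library labelled MEF also does not hold the MEF values printed in Supplementary Data 1. The coefficient of Dox (+) with Dox (-) was 0.868 (95% interval from 200 resamples of the genes, 0.859 to 0.875). Dox (+) had a coefficient of 0.820 with MEF (0.810 to 0.829), and Dox (-) had 0.818 with MEF (0.808 to 0.828). The coefficient of Dox (+) was higher with Dox (-) than with MEF by 0.0483 (0.0386 to 0.0583), and the order of Dox (+) and Dox (-) in their coefficients with MEF was within the intervals. These are correlations across exons within single libraries, and neither exons nor genes are independent replicates. The largest change came from the expression threshold, with 0.912 for Dox (+) with Dox (-) at 1 RPKM and 0.816 at 30 RPKM. Coefficients with PMel were not analysed here. From the coefficients of Dox (+) with PMel, with the untreated knock-in MEFs and with wild-type MEFs (Fig. 2e), the paper reasons that the induced MEFs had begun to move toward melanocytes and that their profile as a whole remained nearer to MEFs.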

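Large changes were also counted among the listed genes of Supplementary Data 1. Of the 1520 that were above 10 RPKM in Dox (-) or Dox (+), 51 rose more than 4-fold from Dox (-) to Dox (+) and 23 fell more than 4-fold, against 218 and 719 among all 13300 genes at this threshold. These counts describe changes from Dox (-) and do not place Dox (+) between Dox (-) and PMel. By the paper's own values for the 1998 listed genes, Dox (+) lay nearer to Dox (-) for 1362, or 68.2%. It lay nearer to PMel for 636. Distances were taken on log2(RPKM + 1). The genes were selected for a more than 4-fold higher level in PMel than in MEF, which favours Dox (-) in this count. No random lists were set beside this share.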

Indicating that Dox + are MEFs that started to change upon primary melanocytes, but on the imaginary differentiation trajectory they are still closer to untreated MEFs. In summary, the Mitf inducible transgenic system recapitulated the previously reported transdifferentiation ability of MITF in mouse fibroblasts^18^. 

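For the 9 genes that the paper names as regulated by MITF, the median log2 fold change from Dox (-) to Dox (+) was 1.23, above all of 10000 random lists of the same size and mean expression, whose median was -0.10. Reads and folds of single genes are given on 1 exon, the exon with the highest RPKM in either of these libraries, and log2 fold changes compare the highest exon of each library. Tyrp1, on chromosome 4 from 80834123 to 80851719, had 110 RPKM in Dox (+), with 709 reads on its highest exon against 2 in Dox (-), a rise of at least 242-fold. Mlana, on chromosome 19 from 29697824 to 29708634, had 133 RPKM in Dox (+), and its highest exon had 568 reads there and 0 in Dox (-), at least 194-fold higher. Trpm1 had 10.3 RPKM in Dox (+) and at least an 11.3-fold rise, from 0 to 33 reads on its highest exon. Tyr, on chromosome 7 from 87424771 to 87493512, was at 2.37 RPKM in Dox (+), with 19 reads against 0, at least 6.48-fold higher. Pmel rose from 4.96 to 13.0 RPKM between the highest exons of the libraries, a log2 fold change of 1.23, and 4.63-fold, from 17 to 77 reads, on the exon highest in Dox (+). Dct had 8 reads in Dox (+) and 4 in Dox (-), a difference not detectable at this depth. Cdk2, whose end overlaps Pmel on chromosome 10, and Dicer1 had log2 fold changes of -0.05 and -0.12, within their counting errors of 0.23 and 0.28, and Bcl2 was lower in Dox (+) by 1.50-fold. In PMel the paper's reported values are 18392 RPKM for Tyrp1, 10897 RPKM for Mlana and 2848 RPKM for Tyr.

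**Figure D2:**
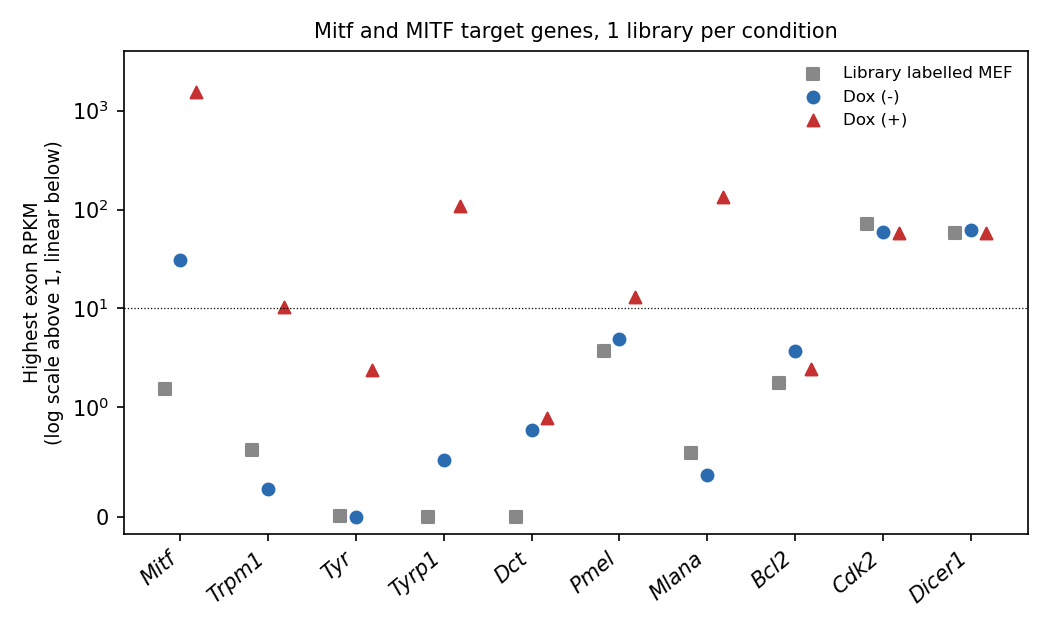
Highest exon RPKM of Mitf and of the 9 MITF target genes named by the paper, with 1 point per library for the library labelled MEF (grey squares), Dox (-) (blue circles) and Dox (+) (red triangles). The y axis is logarithmic above 1 RPKM and linear below, and the dotted line marks 10 RPKM, above which Tyrp1 and Mlana lie only in Dox (+).

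Of the melanocyte lineage genes, Ednrb was 2.00-fold higher in Dox (+) than in Dox (-), with 266 reads against 136 on its highest exon. Sox10 had a log2 fold change of -1.53 and was 5.28-fold lower on the exon highest in Dox (-), with 15 reads against 81. Its highest exon had 1.66 RPKM in Dox (+), against 0.0514 RPKM in the library labelled MEF and 8.34 RPKM for MEF in the paper's values. The direction of its change therefore depends on the baseline. Pax3 had 22 reads against 9 on its highest exon, with a log2 fold change of 0.39, and Edn3 was at or under the floor in both libraries. Of the pluripotency factors, Pou5f1 was at the floor in both, Nanog had 1 read against 6 on its highest exon, and Sox2 was 1.42-fold lower. Myc rose 2.69-fold, from 240 to 632 reads, and Klf4 had a log2 fold change of 0.14, within its counting error of 0.16.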

The higher efficiency is likely attributed to an optimized transgenic delivery of the reprogramming factor and to higher levels of factor induction than obtained during heterogeneous primary transduction with viruses^27^ (Fig. 2c).

### OCT4 impedes mESCs differentiation despite MITF expression

Successful transdifferentiation by MITF in somatic cells encouraged us to further investigate our hypothesis in ESCs. Since naïve ESCs are pluripotent and their euchromatin to heterochromatin ratio is higher than in somatic cells^28^, we reasoned that ESCs might be favorable for manipulations, thereby enabling directed differentiation by MITF induction. In order to test this assumption, in addition to Mitf knock-in mESCs and Mitf knock-in MEFs, we also generated primary cell cultures from the intestine, heart, and brain of Mitf knock-in mouse chimeric newborns as these tissues represent the three germ layers endoderm, mesoderm, and ectoderm, respectively (Fig. 3a). We validated the quality of cell isolation by measuring expression of lineage specific markers (Fig. 3b). This analysis indicated high purity of isolation for each tissue. Next, Mitf expression was induced in all of the indicated preparations by addition of Dox to the growth media for 6 days. Interestingly, Mitf was upregulated in all cell types, however, Mitf target genes were not upregulated in mESCs, although these genes were upregulated in other tested somatic cell types (Fig. 3c).

**Fig. 3:**
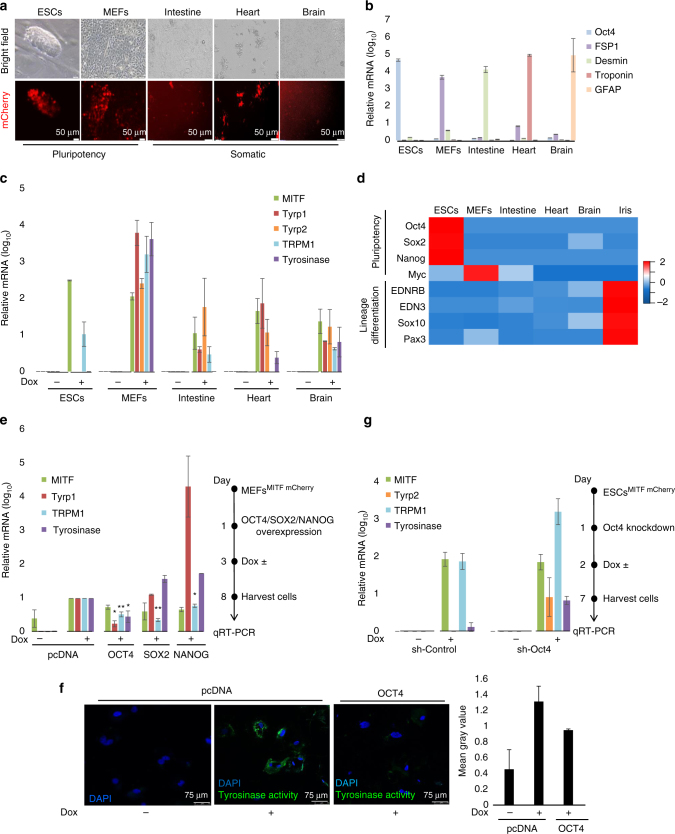
OCT4 impedes mESCs differentiation despite MITF expression. **a** Representative microscopy images of mESCs, MEFs, and cells from the intestine, heart, and brain from Mitf knock-in chimera mice. This was one of *n* = 3 experiments. **b** Expression of lineage specific markers in the investigated cell types are shown. Levels were normalized to *Gapdh*. Error bars represent ± SEM (*n* = 3). **c** *Mitf, Tyrp1, Tyrp2, Trpm1,* and *Tyrosinase* mRNA levels in the indicated cells at day 6 post Dox induction and in vehicle-treated cells. Relative levels were normalized to *Gapdh*. Error bars represent ± SEM (*n* = 3). **d** Gene expression profile of the investigated cells. **e** MEFs were transfected with expression plasmids or transduced with retroviruses for expression of OCT4, SOX2, or NANOG. *Mitf*, *Tyrp1*, *Trpm1*, and *Tyrosinase* mRNA levels were evaluated at day 6 post Dox induction. Levels were normalized to *Gapdh*. Fold changes relative to control cells transfected with empty vector (pcDNA) and treated with Dox are shown. Error bars represent ± SEM. * indicates *p* < 0.05, ** indicates *p* < 0.01 (*n* = 3). Experiment process is shown schematically to the right. **f** MEFs were transfected with a plasmid for expression of OCT4 or empty vector control (pcDNA). Tyrosinase activity (Cy5, green) was evaluated at day 6 post Dox induction. Nuclei appear blue (DAPI). Green pixel quantification for 10 nuclei from each treatment using ImageJ software is plotted to the right. This was one of *n* = 2 experiments. **g** mESCs were transduced with lentiviral vectors for expression of shRNA targeting Oct4 or empty vector as control (sh-control). *Mitf, Tyrp2, Trpm1*, and *Tyrosinase* mRNA levels were evaluated at day 6 post Dox induction. Levels were normalized to *Gapdh*, and fold changes relative to control are shown. Error bars represent ± SEM (*n* = 2). Experiment process is presented schematically on the right

In order to elucidate why mESCs were less responsive to Mitf induction, we profiled gene expression using the “BioGPS” gene annotation portal (Supplementary Data 2). Our first speculation was that mESCs, unlike the other cells, lack the expression of melanocyte lineage developmental genes such as *Ednrb*, *Edn3*, *Sox10*, and *Pax3* ^13^; however, all of the investigated cells exhibited comparable expression amounts of melanocyte lineage developmental genes (Fig. 3d). This suggested that there are factors that prevent mESCs differentiation upon Mitf induction.

Possible candidates are OCT4, SOX2, and NANOG, which are the core factors that maintain the pluripotent state and which play vital roles in the control of specific cell fates dependent on their defined levels^29–31^. In order to investigate whether one or more of these factors block Mitf from upregulating its target genes, we first overexpressed OCT4, SOX2, or NANOG in MEFs followed by Mitf induction. Interestingly, although Mitf was significantly induced, there was only minor upregulation of its specific target genes *Tyrp1*, *Trpm1*, and *Tyrosinase* when OCT4 was overexpressed (Fig. 3e). SOX2 overexpression blocked *Trpm1* upregulation but not induction of *Tyrp1* and *Tyrosinase*, suggesting a more dominant role for OCT4. OCT4 overexpression (confirmed as shown in Supplementary Fig. 2) in Dox treated Mitf knock in MEFs also inhibited TYR activity (Fig. 3f) as shown using a florescent dye bound to the tyrosine analog tyramide, which is a substrate for TYR^32^. In a reciprocal experiment, we inhibited expression of Oct4, using validated shRNA compared to sh-control, followed by Mitf induction in Mitf-inducible mESCs. Samples showed that Mitf upregulates its target genes *Tyrp2*, *Trpm1*, and *Tyrosinase* in mESCs deficient in *Oct4* (Fig. 3g).

In summary, the above data indicate that OCT4 impedes Mitf activity in mESCs and in somatic cells upon ectopic expression of OCT4. This suggests that OCT4 blocks MITF pro-differentiation activity. We therefore reasoned that for a highly efficient directed differentiation of mESCs by Mitf induction, similarly to Mitf induced transdifferentiation of MEFs, a concomitant Oct4 suppression is required in order to release the stem cells from pluripotency.

### OCT4 interferes with MITF transcriptional activity

To explore the mechanism underlying OCT4 interference with the pro-differentiation activity of MITF, we examined OCT4 and MITF genomic occupancy by analysis of ChIP-seq data of MITF in human melanocytes^33^ and OCT4 in human ESCs^34^. We found that 26% of promoters bound by MITF were also bound by OCT4, and in 13% of these regions OCT4 bound within 10 Kb of the MITF-bound region (Fig. 4a). Of regions bound by MITF, 39% were also bound by OCT4 in a close proximity of less than 3Kb (Fig. 4b). For instance, regions upstream of *TRPM1* and *TYR*, genes strongly related to melanocyte identity, were occupied by both MITF and OCT4 (Fig. 4c).

**Fig. 4:**
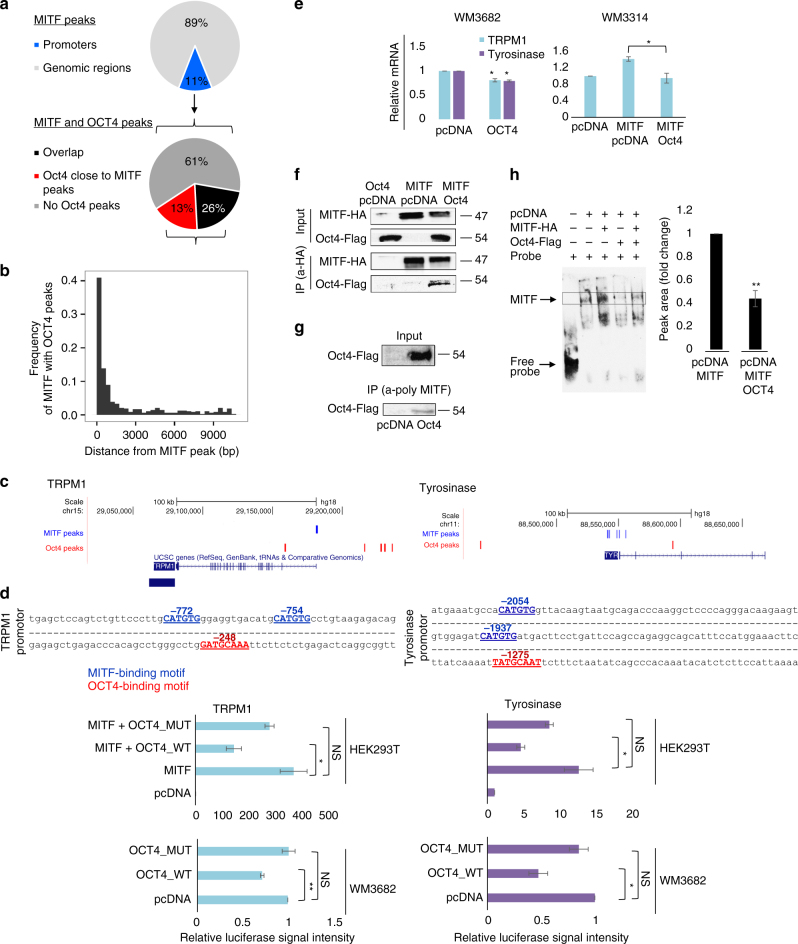
OCT4 interferes with MITF transcriptional activity. **a** Pie chart represents promoter regions occupied by MITF (upper panel) and of the realms engaged by MITF and OCT4 (lower panel). **b** Frequency of OCT4 and MITF peaks within a given distance. **c** Illustration of MITF and OCT4 peak positions on TRPM1 (left panel) and TYR (right panel) generated by uploading MITF and OCT4 ChIP-seq data^33, 34^ into “UCSC genome browser”. **d** Upper panel: regions upstream of the transcription start site which were cloned into Luciferase reporter plasmids are shown; numbers indicate nucleotide position. MITF binding motif (E-box: CATGTG) appears blue and OCT4 binding motif (Octamer box: NATGCAAN) appears red. Lower panel: HEK293T or WM3682 cells were co-transfected with luciferase reporter driven by TRPM1 or TYR promoter and wild-type OCT4 (OCT4_WT), mutated OCT4 (OCT4_MUT) or empty plasmid as control. HEK293T cells were also co-transfected with plasmid for expression of MITF. Luciferase activity was normalized to Renilla. Fold changes relative to control are shown. Error bars represent ± SEM, * indicates *p* < 0.05, ** indicates *p* < 0.01 (*n* = 3). **e** Left: WM3682 were transfected with vector for OCT4 expression or empty vector. *TRPM1* and *TYR* mRNA levels normalized to *GAPDH*. Error bars represent ± SEM, * indicates *p* < 0.05 (*n* = 3). Right: WM3314 cells were transfected with vectors for expression of MITF and OCT4. *TRPM1* mRNA levels normalized to *GAPDH*. Error bars represent ± SEM, * indicates *p* < 0.05 (*n* = 3). **f** Co-IP assay of MITF-HA and OCT4-flag in HEK293T cells. Samples were precipitated using anti-HA antibody. Anti-HA or anti-flag antibodies were used for western blot. This was one of *n* = 3 experiments. **g** Co-IP assay of endogenous MITF and OCT4-flag in WM3682 melanoma. Samples were precipitated using anti MITF antibody. Anti-flag were used for western blot. This was one of *n* = 2 experiments. **h** EMSA was conducted using a probe corresponding to the E-box region. HEK293T nuclear extracts were incubated with biotinylated probe. Bands corresponding to MITF binding and free probe are marked with arrows. Graph represent bands quantification ± SEM, * indicates *p* < 0.05 (*n* = 3)

Next, we tested the capability of OCT4 to influence MITF transcriptional activity by using reporter constructs in which luciferase expression was driven by the TRPM1 or TYR promoter. TRPM1 and TYR promoter regions contained not only the well-documented MITF binding consensus site (the E-box)^12^ but also the known OCT4 binding motif^35^ (Fig. 4d, upper panel). We compared effects of wild-type OCT4 to that of a mutated OCT4 which was phosphorylated in a site located within the OCT4 homeobox domain (T234 and S235) and found to negatively regulate OCT4 by disrupting sequence-specific DNA binding^36^. TRPM1 or TYR reporter was co-transfected with an MITF expression vector and wild-type or mutant OCT4 expression plasmid. Cells with high MITF levels, were co-transfected with TRPM1 or TYR reporters and wild-type or mutant OCT4 expression vector. In both systems, wild-type OCT4 significantly decreased MITF transcriptional activation of TRPM1 and TYR whereas mutant OCT4 did not (Fig. 4d). OCT4 also inhibited MITF-induced transcription of mouse MLANA reporter (Supplementary Fig. 3a). SOX2 and NANOG overexpression in these systems did not inhibit expression from the reporters as OCT4 did (Supplementary Fig. 3b). When melanoma cells with high MITF levels were transfected with a vector for expression of OCT4 there was a reduction of both TRPM1 and TYR expression (Fig. 4e). Furthermore, melanoma cells with low MITF levels that were transfected with vectors for expression of MITF and OCT4 showed a significant decrease in TRPM1 mRNA levels compared to the control (Fig. 4e). Interestingly, OCT4 and MITF are inversely correlated in different melanoma cell lines (Supplementary Fig. 3d) and seem to be uniquely expressed in skin cutaneous melanoma (Supplementary Fig. 3e).

To further study the OCT4 mechanism of action in regulating MITF transcriptional activity, Co—Immunoprecipitation (Co-IP) experiments were performed to test their physical interaction. Cells were transfected with vectors for expression of MITF-HA and OCT4-Flag, and HA antibody was used for immunoprecipitation (Fig. 4f). In addition, melanoma cells that endogenously express MITF were transfected with OCT4-Flag, and immunoprecipitation was done using antibody against MITF (Fig. 4g). These experiments demonstrated that OCT4 and MITF physically interact. To confirm that there is a functional interaction between OCT4 and MITF, electrophoretic mobility shift assay (EMSA) experiments were conducted that demonstrated that MITF binding to the E-box consensus site in the TRPM1 promoter was blocked by OCT4 (Fig. 4h; Supplementary Fig. 3c). Interestingly, Co-IP results indicate that MITF and OCT4 physically interact, however, a distance was observed between their peaks according to the ChIP-seq analysis, suggesting long-range interactions. Taken together, our data indicate that OCT4 interrupts MITF-mediated transcriptional activity by preventing MITF binding to the promoter region of its putative target genes.

### Oct4 maintains pluripotency and prevents differentiation

Next, we aimed to explore whether OCT4 interference with MITF transcriptional activity is a global phenomenon and whether other somatic lineage commitment transcription factors are subjected to such regulation. Therefore, we analyzed ChIP-seq data of OCT4 and the following lineage transcription factors: MITF^33^, CDX2, GATA4^37^ and HES1^38^, which are central in the differentiation of melanocytes, intestinal cells, cardiac cells, and astrocytes, respectively (Fig. 5a). There was significant overlap of genes bound by OCT4 and these transcription factors (-log10 *P*-values for the overlap between OCT4 and MITF, 222.53; HES1, 177.38; GATA4, 235.73; CDX2, 193.11). Using the DAVID functional annotation tool, we performed a Gene Ontology (GO) enrichment analysis of the co-bound genes (Supplementary Data 3). Significance of the obtained biological pathways was determined according to Benjamini-Hochberg multiple testing rate. The pathways that were considered significant scored below 0.05 in this parameter. The identified biological pathways clearly showed that OCT4 occupies promoters of genes that are essential for specific lineage development (Fig. 5b). For example, GO analysis of genes co-bound by OCT4 and MITF revealed significant enrichment of the melanin pigmentation process, which uniquely characterizes melanocytes and is also known to be regulated by MITF^39^. Similarly, analysis of OCT4 and GATA4 bound genes revealed significant enrichment in genes involved in cardiac development, which is known to be regulated by GATA4^40, 41^. Importantly, the non-overlapping genes yielded only general biological pathways and not genes known to be regulated by the lineage-specific transcription factors (Supplementary Data 4).

**Fig. 5:**
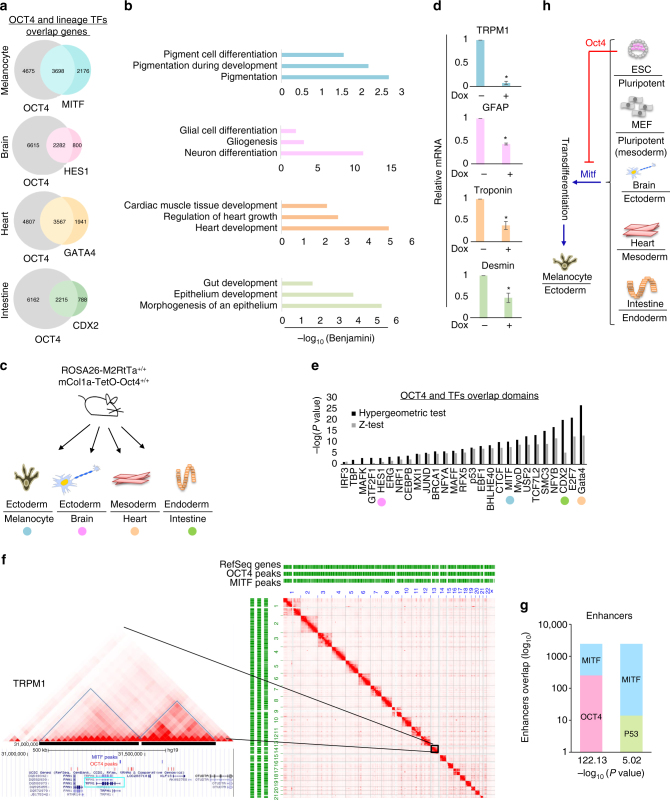
Oct4 maintains pluripotency and prevents differentiation. **a** Venn diagrams represent the number of gene promoters bound by OCT4 and lineage specific transcription factors based on ChIP-seq. **b** A view of the selected biological pathways identified by Gene Ontology enrichment analysis of genes bound by OCT4 and lineage-specific factors. **c** Melanocytes were generated from the epidermis and primary cells were extracted from brain, heart, and intestine of mice that can be induced to express Oct4. **d** Levels of lineage-specific mRNAs in the indicated cell types at day 6 post Dox induction of Oct4 expression relative to vehicle treated cells are shown. Levels were normalized to *Gapdh*. Error bars represent ± SEM. * indicates *p* < 0.05 (*n* = 2). **e** Overlap between OCT4 and indicated transcription factor peaks in Hi-C domains. Lineage specific transcription factors are highlighted in colors corresponding to the Venn diagrams in **a**. **f** Right: Hi-C map of human lymphoblastoid cells. RefSeq genes and ChIP-seq peaks of OCT4 and MITF are shown as green horizontal lines. Left: Chromosome 15 is magnified and the melanogenic marker TRPM1 is marked with blue square. TRPM1 is in the black highlighted domains. **g** Graphs show the number of unique and overlapping enhancer regions bound by MITF and OCT4 or by MITF and P53 based on ChIP-seq coordinates. **h** A suggested model representing that high expression of Oct4 in mESCs inhibits Mitf induced differentiation whereas Mitf induced transdifferentiation is not hindered when Oct4 is found in lower concentrations

In order to explore whether OCT4 uniquely occupies promoters of genes involved in developmental lineage pathways, we analyzed ChIP-seq data of the general transcription factor E2F7 for overlap with MITF-bound genes. In the GO analysis of co-bound genes we found no significant enrichment in developmental pathways (Supplementary Data 5; Supplementary Fig. 4a,b). Additional analyses of MITF ChIP-seq data generated in normal melanocytes^42^ with ChIP-seq peaks of OCT4, E2F7, or P53, followed by GO analysis of overlapping genes (Supplementary Data 5) showed that only MITF and OCT4 co-bound genes resulted in significant melanocyte differentiation pathway enrichment (Supplementary Fig. 4c, d). No enrichment in genes involved in differentiation was observed in the genes bound by MITF and E2F7 or P53. No other classes of genes were significantly enriched in these overlapping targets.

These data suggest that OCT4 occupies lineage-specific gene promoters in order to prevent transcriptional activity under inappropriate timing. To test this hypothesis *in vivo*, we used mice in which Oct4 expression was inducible^43^. We derived transgenic melanocytes and cell cultures from the brain, heart, and intestine of newborns (Fig. 5c). The expression of cell type specific markers was significantly decreased following Oct4 induction (Fig. 5d).

We also examined OCT4 in relation to other transcription factors in another regulatory layer of chromosome organization. The Hi-C method was developed to enable exploration of genome-wide chromosomal associations^44^. Segments of internal high spatial connectivity termed “topologically associating domains” (TADs)^45, 46^. Clustering of genes that in TADs are co-regulated in nuclear sub-compartments, which comprise the contact domains, may facilitate their co-regulation by favoring frequent engagement with enhancers within TADs while insulating the influence of the enhancers beyond the TAD borders create nuclear microenvironments that are enriched in specific factors that coordinate the expression or repression of specific groups of genes^47, 48^. Since TAD borders are stable across different cell types^49^, we integrated Hi-C data of human lymphoblastoid cells together with ChIP-seq data. This analysis showed a significant sharing domain binding between OCT4 and a number of transcription factors in TADs (Fig. 5e). Assuming that the loci bound by transcription factors are connected in three dimensions to genes within the same TAD, the enrichment of particular transcription factors in the same TAD suggests that they co-regulate genes found in the TAD. To visually demonstrate our analysis, we used “Juicebox” software for visualizing data from Hi-C mapping experiments. By this analysis, for example, the MITF target gene *TRPM1* was found to be in an OCT4 and MITF shared TAD (Fig. 5f), supporting our hypothesis that OCT4 interferes with MITF transcriptional activity by sharing the same TADs (Supplementary Data 6). These findings indicate that cell type-specific regulatory sites can be engaged by a combination of transcription factors in a cooperative manner.

Finally, we analyzed the enhancers occupied by MITF and determined whether OCT4 or P53 co-bind these regions (Supplementary Data 7). We counted the number of MITF, OCT4, and P53 ChIP-seq peaks within ESCs enhancers. We found that 1.6% of enhancers are bound by MITF and 11% of MITF-bound enhancers are also bound by OCT4 (-log(*P*-value = 122)). In contrast, only 0.57% of MITF-bound enhancers are also bound by *P53* (-log(*P*-value = 5)) (Fig. 5g). This result implies that the regulatory interaction between MITF and OCT4 occurs in both enhancers and promotors. This strengthens our hypothesis that there is a transcriptional regulatory competition between MITF and OCT4.

## Discussion

Transdifferentiation of somatic cells can be achieved by the expression of a specific set of transcription factors. It has been reported that the expression of MITF alone or in combination with other transcription factors can induce transdifferentiation of fibroblasts into cells with melanocyte characteristics^18, 19^. In this study, we first showed that MEFs can be induced to transition into melanocyte-like cells with high efficiency using an optimized Dox dependent Mitf knock-in system. We also demonstrated that MITF was able to transdifferentiate the investigated somatic cells. Our findings confirm the role of MITF as a master regulator of melanocytes, reminiscent of the master role of MyoD in inducing fibroblast transdifferentiation into muscle^50^.

To date, most protocols designed to induce changes in cell fate have focused on reprogramming of a specific cell type^4, 5^ and these protocols have not been systemically characterized^50^. Here we evaluated a repertoire of primary somatic and pluripotent cells that originated from the same mouse model and subjected them to the induction of a master differentiation and transdifferentiation regulator, MITF. In contrast to previous reports of transdifferentiation in which indicated that effects of expression of a master regulator were limited to target cells closely related to the originating cells^4^, we observed highly efficient induction of transdifferentiation that was not restricted to a specific cell type. We demonstrated transdifferentiation of cells from all three germ layers, however, mESCs did not exhibit a transition into melanocyte-like cells upon Mitf induction.

Since ESCs possess a more open chromatin configuration than somatic cells and thus have higher developmental plasticity, we expected that mESCs would be more susceptible to transcription factor occupancy than somatic cells. Interestingly, although Mitf was induced at high levels in mESCs, it did not promote efficient differentiation into melanocytes. In order to identify the factor responsible for blocking Mitf-induced differentiation of mESCs, we focused on the pluripotent master regulators OCT4, SOX2, and NANOG since all are well established to control pluripotent cell fate decisions^29–31^. This suggests that OCT4 may inhibit the induction of differentiation by MITF in pluripotent cells by physical interaction with MITF, thus interfering MITF from regulating its target genes.

The role of OCT4 in reprogramming of somatic cells into pluripotent stem cells has been widely studied^1^. Recently, Chronis et al. showed that an important step in this process requires the silencing of MEFs enhancers and promoters by OCT4, SOX2, KLF4, and cMYC. Interestingly, these transcription factors induce the relocation of somatic transcription factors from the MEF enhancers, emphasizing their role in blocking somatic transcription factor-dependent differentiation^51^. Computational analysis demonstrated that OCT4 occupies the promoter and enhancer regions of MITF target genes in melanoma cells and melanocytes and also shares chromatin contact domains with MITF. In contrast, no lineage-related pathways were enriched in GO analyses of genes that are bound by MITF and the general transcription factors E2F7 or P53. SOX2 and NANOG also appear to compete for binding to gene promoters with lineage-specific transcription factors in a similar manner as OCT4 as demonstrated by significant GO enrichment for lineage pathways (Supplementary Data 8 and 9). Interestingly, when comparing OCT4^34^, SOX2, and NANOG promoter occupancies^52^, OCT4 and NANOG together seem to engage more gene promoters than combinations of OCT4 and SOX2 or SOX2 and NANOG (Supplementary Fig. 4e). OCT4 also occupies gene promoter regions and topological domains of somatic lineage transcription factors target genes as well.

Taken together our observations strongly suggest that the ability of Mitf to differentiate pluripotent mESCs is tempered by Oct4 interference (Fig. 5h) at the transcriptional level. The expression of MITF, which serves as a model for other lineage master regulators, efficiently switched cell fate of inter germ layers, thus may open new opportunities in the field of regenerative medicine. It will be of interest to validate a role for OCT4 in human somatic cell reprogramming as well.

## Methods

### Mice

Dox inducible Oct4 mice: The Oct-4/rtTA (ROSA26-M2rtTA;Col1a1-tetO-Oct4) mice were purchased from the Jackson Laboratory (JAX Stock# 006911). Dox inducible Mitf mice: To enable efficient generation of targeted mESCs harboring a single Dox regulated Mitf gene, we adapted the *ColA1* Flp/FRT recombinase-mediated targeting system previously described by Jaenisch and colleagues^20^. Specifically, we have used mouse melanocyte specific isoform, M-Mitf, flanked by flippase recognition target (FRT) sites. Pre-engineered ‘KH2’ ESCs contain a FRT-hygro-pA “homing” cassette downstream of the *ColA1* gene (CHC), as well as a reverse tet-transactivator (rtTA) targeted to the *ROSA26* locus (R26-rtTA). Following co-electroporation of pCAGs-Flpe and an appropriate targeting vector, Flpe-mediated recombination between the FRT site at the *ColA1* locus and those present on the targeting vector confers hygromycin resistance only if correctly integrated; by acquiring an initiation ATG codon which is missing in the target locus hygromycin transgene^20^. The resulted mESCs were called *Rosa26* RtTa, *Col1a Mitf*. In order to validate M-Mitf insertion, mESCs were subjected to restriction enzyme (SpeI) treatment followed by DNA extraction and southern blot. M-Mitf in *ColA1* locus represented by a 4.1 KB fragment compared to 6.2 KB fragment in the wild type mESCs (Fig. 2b). In order to create MEFs carrying Dox inducible Mitf, engineered mESCs were microinjected into the inner cell mass (ICM) of BDF2 blastocysts that were implanted into pseudo pregnant female mice. E13.5 or adult chimeric embryos/mice were used to isolate somatic cells. No statistical method was used to predetermine sample size. No animals were excluded from the analysis. The experiments were not randomized. The investigators were not blinded to allocation during experiments and outcome assessment. All mouse animal experiments were approved by Weizmann Institute IACUC (approval # 33550117-2 and 33520117-3).

### Tissue culture

For generation of MEFs, 13.5E embryos were freshly isolated and their body was enzymatically and mechanically dissociated. WM3314 and WM3682 melanoma cells were kindly given by Dr. Levi A. Garraway (Department of Medical Oncology and Center for Cancer Genome Discovery, Dana-Farber Cancer Institute, Boston, MA). Cells were cultured in DMEM medium supplemented with 10% fetal bovine serum (FBS) (Sigma-Aldrich), 2 mM l-glutamine and 1% penicillin/streptomycin/glutamine (Invitrogen). For generation of mouse mESCs, E3.5 blastocysts were collected and the ICM were dissected mechanically. The cells were plated on irradiated feeder layers (e.g. MEFs) seeded on gelatin-coated 6-well plates and kept in ESCs medium [DMEM with 20% FBS (Invitrogen), 1 × nonessential amino acids, 2 mM l-glutamine, 0.1 mM β-meraptoethanol and 1000 IU/ml leukemia inhibitory factor (LIF)]. After approximately 4–5 days, the outgrowths were trypsinized and dissociated into small cell masses and single cells. These cells were plated on fresh feeders to generate established ES lines.

### Engineered primary somatic cell generation

Newborn were used at day 1–3. Melanocytes were extracted from the epidermis. Skin was removed into 0.25% trypsin and incubated overnight at 4 °C. Next, dermis and epidermis were separated. Epidermis was incubated at 37 °C in 0.25% trypsin for 30 min and then dispersed into small pieces and covered with melanocyte media. The cells were not touched until day 4 post extraction. Cells from the brain were obtained based on Saura et al^53^. Brains were removed and transferred into Leibovitz’s L-15 medium (Biological industries). Then mechanically dissociated with scissors in trypsin B (Biological industries) and incubated at 37 °C for 10 min in heated shaker. 20% medium was added and brains were triturated with glass pipette. Then centrifuged 1400 rpm for 10 min. Pellet was washed with 10% medium and triturated 10 times. Suspension did not touch for 10 min. Then upper supernatant was transferred through 70 um cell strainer (Sigma) and centrifuged 1400 rpm. Pellets were seeded on poly L Lysine (Sigma) covered 6 well plates with fresh DMEM containing 10% FSC, 1% l-glutamine and 1% sodium pyruvate. Medium was changed 1 day post extraction. Cells from heart and intestine were isolated based on Song et al^54^. Heart and intestine were dispersed by addition of 0.625 mg/ml collagenase (type II; Worthington) and incubated at 37 °C for 40 min. Cells were resuspended with fresh DMEM with 10% FCS and centrifuged at 1000 rpm for 3 min. Cell pellet was suspended in DMEM with 10% FCS. Cells originated from the heart were plated on gelatin (Sigma) coated plates.

### RNA Purification and qRT PCR

Total RNA was purified using Trizol (Invitrogen) according to manufacturer’s instructions followed by treatment with RNase-free DNase (QIAGEN). RNA was quantified by measuring OD260/280. For mRNAs analysis, RNA was subjected to one-step qRT-PCR using a MultiScribe qRT-PCR kit (Applied Biosystems) and FastStart Universal SYBR Green Master (Rox) (Roche). mRNA levels were normalized to *GAPDH* and fold changes relative to control are shown. Error bars represent standard error of the mean ( ± SEM). * indicates *p* < 0.05, ** indicates *p* < 0.01. All qRT-PCR primers are listed in Supplementary Table 2.

### Plasmids and cloning

hOCT3/4-Flag, hSOX2-Flag and hNANOG-Flag expression vectors were obtained through Addgene. MITF-HA expression vector and pGL3b-hTRPM1-luciferase were kindly obtained from Dr. David. E. Fisher (Department of Dermatology, Cutaneous Biology Research Center, Massachusetts General Hospital, Harvard Medical School, MA). pCEP4_WT_OCT4 and pCEP4_OCT4_T234E_S235E expression vectors were obtained through Addgene.

### Virus preparation and transduction

Lentiviral Particles harboring shRNA of mouse *Oct3/4, Sox2, Nanog* and Control shRNA Lentiviral Particles were purchased from Santa Cruz Biotechnology. MLV particles used for *Oct4* and *Sox2* overexpression were generated using the pCL-Eco packaging plasmid and pMXs-hOCT3/4 or pMXs-hSOX2 (Addgene through Dr. Jacob Hanna). Both plasmids were co-transfected to HEK293T cells using jetPEI™. 24 h later, viruses were filtered and frozen in −80 °C. Viruses were transduced to mESCs or MEFs using Polybrene ® (Santa Cruz) in final concentration of 1 µg/ml. 24 h later supernatant was replaced to a fresh growth media.

### Southern blot

Genomic DNA was extracted from each hygromycin-resistant targeted subclone. 10–15 μg of genomic DNA was digested with SpeI restriction enzyme for 5 h and separated by gel electrophoresis. The DNA was transferred to a nitrocellulose membrane that was next hybridized with a radioactively labeled probe and developed using enhanced chemiluminescent substrate (Thermo Scientific).

### Transfection and luciferase reporter assay

Luciferase reporter driven constructs were co-transfected with the pcDNA3-MITF-HA or empty plasmid into HEK293T cells or WM3682 in 24-well plates (total of 1 μg DNA/well) using jetPEI™ for HEK293T or *Trans*IT-X2® for WM3682 according to the manufacturer’s instructions. Cell lysates were prepared 48 h after transfection, followed by activity measurement of FireFly luciferase, using the Dual Luciferase kit (Promega) according to the manufacturer’s recommendations. Promoter activity was normalized to the constitutively expressed Renilla or to protein quantity as measured by Bradford reagent. For MEFs transfection *Trans*IT-X2® reagent was used.

### Gel electrophoresis and immunoblotting

Melanoma cells were lysed 48hr after transfection and MEFs were lysed at day 6 and 12 post Dox induction in buffer containing 50 mM Tris (pH 7.4), 150 mM NaCl, 1% Triton X-100 and protease inhibitor cocktail (Sigma-Aldrich). Samples (40 μg) were resolved by 10% SDS-PAGE, transferred to nitrocellulose membranes, and exposed to the appropriate antibodies: rat monoclonal HA-probe antibody (1:1000, 11867431001; Roche) or mouse monoclonal ANTI-FLAG®M2 antibody (1:1250, F3165; Sigma-Aldrich) or rabbit anti-TYRP1, (1:1000, a gift from the Vincent Hearing lab, NCI) or mouse monoclonal C5 anti MITF, (1:5, kindly provided by Dr. David. E. Fisher, Department of Dermatology, Cutaneous Biology Research Center, Massachusetts General Hospital, Harvard Medical School, MA). Proteins were visualized with SuperSignal Chemiluminescent Substrates (Pierce), using horseradish peroxidase-conjugated secondary antibodies: goat anti-mouse (1:10000, 7076; Cell Signaling; 115-035-003; Jackson), goat anti-rabbit (1:10000, 111-035-003; Jackson) and goat anti-rat, (1:5000, SC-2006; Santa cruz).

### Immunostaining

MEFs were cultured on glass cover slips (13 mm, 1.5 H; Marienfeld, 0117530), washed three times with PBS and fixated with 4% paraformaldehyde for 10 min at room temperature. Cells were then permeabilized and blocked in 0.1% Triton, 0.1% Tween and 5% FBS in PBS for 15 min at room temperature. Primary antibodies were incubated for 2 h at room temperature and then washed with 0.1% Tween and 1% FBS in PBS three times. Following primary antibodies were used: mouse ANTI-FLAG®M2 (1:1000, Sigma-Aldrich), rabbit anti-TYRP1 (1:1000, a gift from the Vincent Hearing lab, NCI), mouse monoclonal C5 anti MITF (1:50, kindly provided by Dr. David. E. Fisher, Harvard University). Next, cells were incubated with secondary antibody for 1 h at room temperature, washed and counterstained with DAPI, mounted with Shandon Immu-Mount (Thermo Scientific) and imaged. The following secondary antibodies were used: 488 donkey anti-mouse (1:200, 715-545-150; Jackson) and 647 donkey anti-rabbit (1:200, 711-605-152; Jackson).

### Co-Immunopercipitation

pcDNA3-MITF-HA and pcDNA3-OCT4-Flag were transfected individually or together into HEK293T cells in 10 cm culture plate (total of 10 μg DNA/well). WM3682 cells were transfected with pcDNA3-OCT4-Flag. Cell lysates were prepared 48 h after transfection using IP buffer containing protease inhibitor cocktail (Sigma-Aldrich). Samples were incubated with rat monoclonal HA-probe antibody (Roche) (for HEK293T) or rabbit anti MITF antibody (a gift from the David E Fisher lab, DF/HCC) (for WM3682) overnight at 4 °C. Antibody-antigen complexes were precipitated by incubation of the sample with 30 µl Protein A/G PLUS-Agarose beads (Santa Cruz) for 2 h at 4 °C. Beads were washed 5 times with IP buffer. Then boiled at 95 °C for 5 min × 2 with loading buffer. The Immunoprecipitated material was subsequently investigated by western blot analysis using primary antibodies: rat monoclonal HA-probe antibody (1:1000, Roche) or mouse monoclonal ANTI-FLAG®M2 antibody (1:1250, Sigma-Aldrich). Proteins were visualized with SuperSignal Chemiluminescent Substrates (Pierce), using horseradish peroxidase-conjugated goat anti mouse secondary antibody (1:10000, Cell Signaling) or goat anti rabbit (1:10000, Jackson). All uncropped western blots can be found in Supplementary Figure 5.

### Electrophoretic mobility shift assay

Nuclear extracts were prepared using a NE-PER nuclear and cytoplasmic extraction kit (Pierce) according to the manufacturer’s instructions. The MITF biotin-labeled DNA probes spanning MITF binding sites were obtained from IDT. Binding reactions of 10 μg of nuclear lysates and 0.02 pmol of labeled double-stranded DNA probe were performed for 20 min on ice using a LightShift chemiluminescent EMSA kit (Pierce) according to the manufacturer’s instructions. Competition analyses were performed with an excess (30 pmol) of unlabeled probes. Samples were resolved by 5% PAGE in 0.5 × TBE buffer (45 mM Tris borate, 1 mM EDTA) transferred to nylon membranes. Labeled DNA was visualized with the ECL system (Pierce). The super-shift assay is shown in Supplementary Fig. 3c. Probe sequence for the MITF binding site is listed in Supplementary Table 2. The wild-type probe was derived from the TRPM1 promoter, which was shown to bind MITF^55^.

### Tyramide based tyrosinase activity assay

The assay was performed according to Angeletti et al^32^. Briefly, confluent MEFs cell cultures were scraped and washed three times with phosphate-buffered saline (PBS), pH 7.4. Smears of the final cell suspensions were air-dried and tested. Air-dried smears were permeabilized in 0.1% Triton X-100 in PBS for 5 min at room temperature. Tyramide-Cy5 was reconstituted in 50 µL of dimethyl sulfoxide (DMSO), according to the manufacturer’s specifications, diluted in 250 µL of Tyramide Signal Amplification (TSA) diluent (Perkin Elmer Life Science Products, Boston, MA), and applied (50 µL/each) to the slides containing permeabilized cells. The slides were then incubated in a humid chamber at room temperature for 20 min, followed by three washes (X3) with PBS and water (X1). Image analysis of the cells was performed on Leica TCS STED (Stimulated Emission Depletion) confocal microscope. Pixels of 10 nuclei were quantified using the Image J software.

### Microscopy and image analysis

Images were acquired with A1 Axioscope microscope (Carl Zeiss) equipped with DP73 camera (Olympus) or with Z1 Axioscope microscope (Carl Zeiss). Fluorescent and EMSA images were quantitatively analyzed using ImageJ software.

### Enrichment of OCT4 and lineage TFs in Hi C domains

Genomic topologically associating domains (TADs) in GM12878, as defined by Rao et al. 2014^56^, were used for this analysis. Overlapping domains were removed keeping the shortest domains of each region. ChIP-seq data for each transcription factor^57^ was used to assign transcription factor binding in each domain. To test for enrichment of both transcription factors peaks within domains we used two methods: 1) Hypergeometric distribution test: hypergeometric score was defined in order to examine the enrichment of OCT4 peaks and a second transcription factor peaks within Hi-C domains. 2) Permutation test: The peaks of the two transcription factors were shuffled between the domains, keeping the original distribution of the number of peaks in different domain lengths. This was done by grouping the domains by their length and shuffling the number of transcription factor peaks between each group. This was done 10,000 times, each time calculating the number of domains containing both transcription factors peaks.

### RNA sequencing and gene expression profiling analysis

RNA was extracted from Trizol pellets of wild type MEFs, Dox treated Mitf knock-in MEFs for 6 days, untreated Mitf knock-in MEFs and primary mouse melanocytes, and utilized for RNA-seq by TruSeq RNA Sample Preparation Kit v2 (*Illumina*) according to manufacturer’s instruction. DNA sequencing was conducted on Illumina Hiseq1500. Tophat software version 2.0.10 was used to align reads to mouse mm10 reference genome (*UCSC, December 2011*). Read counts per exon were calculated over all 628,052 exons in mm10 ensemble GTF (*UCSC, December 2011*), using bedtools coverage command (version 2.16.2). Exons annotated as protein coding, pseudogene or lincRNA (*n* = 459,556) were selected for further analysis. Exon counts were normalized by the exon length in Kbp and by million number of aligned reads per sample, to give RPKM values. Only exons with at least one RPKM call > 10 were selected, resulting in 163,841 exons corresponding to 14,980 genes. Furthermore, exons were filtered to include only exons that show abs (FC) > 4 between MEF and Melanocyte, resulting in 45,155 differentially expressed exons corresponding to 5864 genes. 

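In the 3 libraries analysed here, 142568 exons of 13580 genes passed the same threshold of 10 RPKM in at least 1 library. The median length of these exons was 128 bp. Counting each exon position a single time, where several identifiers share the same start, end and strand, left 140206.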

Spearman correlation between samples were done using Matlab (version R2016b) over all exons (Fig. 2e). Gene expression was defined by the maximal expression level (RPKM) of all exons associated to a certain gene. Hierarchical clustering was calculated over all differential genes (5864 genes) Matlab (version R2016b) clustergram command, using Spearman correlation as a distance metric, ward linkage, and per-row standardization (zscore) (Fig. 2d).

### Promoter and Enhancer analysis

ChIP-seq peaks of each transcription factor were collected from the ENCODE project consortium^57^ and assigned to promoters (using different transcription start site (TSS) distances to define promoters) and enhancers (using human embryonic stem cells enhancers as defined by Ernst et al^58^ and appears at ENCODE (http://hgdownload.cse.ucsc.edu/goldenPath/hg19/encodeDCC/wgEncodeBroadHmm/). To test for enrichment of two transcription factors within promoters or enhancers we used Hypergoemtric distribution test. We further explored the distance of OCT4 peaks from promoter/enhancer-MITF peaks up to 10 kb.

### Statistics and reproducibility

Images shown in Figs. 2a and 3a are representative of three independent experiments. Immunoblots shown in Figs. 2b and 4 f–h and Supplementary Fig. 3c are representative of three independent experiments, in Supplementary Fig. 1d are representative of two independent experiments and in Supplementary Fig. 1b were performed once. Immunofluorescent staining depicted in representative images Fig. 2c and Supplementary Fig. 1e are representative of two independent experiments. Tyrosinase activity assay images in Fig. 3f and Immunofluorescent staining for transfection efficiency in Supplementary Fig. 2 are representative of two independent experiments. The experiments were not randomized. The investigators were not blinded to allocation during experiments and outcome assessment. Standard parametric t-test was applied. Standard errors were calculated for each data set. P values < 0.05 were considered as significant.

### Data availability

The authors declare that all data supporting the findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. RNA-seq data have been deposited in the Genbank database (GEO) under accession code: GSE102333.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

# Supplementary material for: OCT4 impedes cell fate redirection by the melanocyte lineage master regulator MITF in mouse ESCs
**Source:** Nat Commun. 2017 Oct 18;8:1022. doi: 10.1038/s41467-017-01122-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

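Supplementary Data 1 gives 1 value per gene and library, in RPKM, for MEF, Dox (-), Dox (+) and primary melanocytes. The table does not say which exon each value comes from. For listed genes above 10 RPKM, the deposited exon values of the same gene contained the printed value for 1234 of 1260 genes in Dox (-) and for 1364 of 1395 genes in Dox (+). For MEF they contained it for 14 of 1005 genes, so the library labelled MEF among the deposited values is not the set of MEF values printed in the table.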

Description: Differential gene expression, Related to Figure 2 d.

File Name: Supplementary Data 2

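Supplementary Data 2 lists microarray signals from BioGPS, a public atlas of gene expression across cell types and tissues. Each block is a gene, among them the pluripotency factors and the melanocyte lineage genes, each column within it is a probe set, which is a group of array probes for the same transcript, and each line is a sample of a cell type or tissue.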

Description: Gene expression\_BioGPS, Related to Figure 3 d.

File Name: Supplementary Data 3

Description: Oct4\_lineage TFs\_overlapping genes, Related to Figure 5 b.

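Supplementary Data 3 lists Gene Ontology terms for the genes bound by OCT4 together with a lineage transcription factor. Each line gives the term, the number and names of the genes carrying it, the size of the list and of the background, the fold enrichment and the p-value before and after correction for multiple testing.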

File Name: Supplementary Data 4

Description: Oct4\_lineage TFs\_nonoverlapping genes, Related to Figure 5 b.

File Name: Supplementary Data 5

Description: MITF, E2F7 and P53 overlapped genes, Related to Supplementary Figure 4 a-d.

File Name: Supplementary Data 6

Description: OCT4\_MITF\_Shared domains, Related to Figure 5 f.

File Name: Supplementary Data 7

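In Supplementary Data 7 each line is an enhancer, with its chromosome, start, end and width, followed by the number of binding peaks of each factor of the pair that fall within it.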

Description: Enhancers\_MITF with OCT4, P53, Related to Figure 4 g.

File Name: Supplementary Data 8

Description: GO\_SOX2\_MITF\_HES1\_GATA4\_CDX2, Related to Discussion.

File Name: Supplementary Data 9

Description: GO\_NANOG\_MITF\_HES1\_GATA4\_CDX2, Related to Discussion.

How the deposited data were processed for this re-analysis (not part of the article)

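RNA was sequenced from wild-type MEFs, Mitf knock-in MEFs without Dox (Dox (-)), Mitf knock-in MEFs after 6 days of Dox (Dox (+)) and primary mouse melanocytes (PMel), with 1 library per condition. The authors prepared the libraries with a poly(A) selecting kit, aligned the reads to mm10 with TopHat, counted reads per Ensembl exon with bedtools and deposited RPKM values per exon, that is, counts divided by exon length in kb and by the number of aligned reads of the library. How the listed exons were chosen is not stated. No normalization was added for the main results.

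The deposited table was used for 3 libraries. Its columns were assigned to libraries by name only. The number of columns left unused because their name matched no library was 1, and PMel was therefore not analysed here. Correlations with PMel, the fold change filter between MEF and PMel, the clustering of the 4 libraries and the share of MEF-high genes that fell, all planned before the data were examined, were not run. In their place the correlations used every expressed exon, and the differential exons were those between Dox (+) and Dox (-). The genes high in PMel were those in the part of Supplementary Data 1 that was read. The library labelled MEF holds other values than the MEF column of Supplementary Data 1, so results that use it describe that library.

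Exons were assigned to genes, biotypes and coordinates with GENCODE release M21, and 6586 exon identifiers had no match. Reads were recovered from RPKM with exon lengths and a whole-number divisor per library, in units of the RPKM scale, searched between 20 and 80 as the number that made most values below 200 reads whole. The precision of the reads on an exon is their counting error, at a confidence level of 95%, and 3 reads was taken as the floor. Genes were called different above 10 RPKM in at least 1 of the 2 libraries and above a 4-fold change, without a pseudocount. Fold changes on the log2 scale used a pseudocount of 1. Gene lists were compared with 10000 random lists (1000 for the genes of Supplementary Data 1) drawn from 20 bins of mean expression. Intervals of the Spearman coefficients came from 200 resamples of genes. No p-values were computed, since there was 1 library per condition.

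The genes named in the text are every MITF target, melanocyte lineage gene and pluripotency factor that the paper names, and the 5 genes with the largest rise and the 5 with the largest fall from Dox (-) to Dox (+) among those above 10 RPKM with a symbol that is not a placeholder. Klf4 comes under this rule and was added after the data were seen. The rule, the alternatives and the lists of macrophage, sex-linked, lysosome, fibroblast, pigment and housekeeping genes were written before the deposited values were examined. Values of some pigment genes in Supplementary Data 1 had been seen by then. Other pigment, macrophage and sex-linked genes named in the closing observations come from those lists. The alternatives changed the expression threshold, the fold threshold, the pseudocount, the choice of exon per gene, the units of the correlation and the scaling of the libraries. The comparison with the library labelled MEF, the use of 1 exon per gene, the use of every listed exon and the threshold on the genes of Supplementary Data 1 were added after the data were seen.

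The steps were tested on simulated data. Reads were drawn for the real exons, with 200 genes changed 8-fold. Of these, 197 were called in the right direction, and 2 unchanged genes were called among 13001 tested. Both simulated libraries were drawn from the Dox (-) levels with counting error only. These counts therefore do not bear on calls that come from differences between cultures. The divisor of 45 was recovered. Of 200 random lists of 9 unchanged genes, 13 fell outside the central 95% of their matched lists. The calculations used Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9.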

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

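The tests below were chosen after the result was seen, except the test of the exons of Atp6v0d2, which was set before its outcome was known.

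Genes of macrophages, which the paper does not discuss, had their highest levels in Dox (-). The median log2 fold change of the 8 listed genes from Dox (-) to Dox (+) was -4.93, below all of 10000 matched random lists. Lyz2 had 10820 RPKM in Dox (-), 379 RPKM in Dox (+) and 27.8 RPKM in the library labelled MEF, and Csf1r had 342, 11.0 and 8.10 RPKM. For RNA of macrophages in the Dox (-) library, the test was that every listed gene be more than 4-fold higher in Dox (-) than in both other libraries, and 8 of 8 were. This test restates the pattern. Its comparison with Dox (+) would be met as well by a lowering of these genes upon Dox. Its comparison with the library labelled MEF would not, but that library comes from another culture. The test therefore does not decide between the explanations. A difference in depth was tested by the ratio of the divisors of Dox (-) and Dox (+), which was 1.02, too small for such a change. The overall scaling was tested by the median log2 ratio of Dox (+) to Dox (-) over expressed genes, which was 0.23 and of the opposite sign. An exchange of the Dox (-) and Dox (+) labels was tested by Mitf, whose log2 fold change of 5.60 lies in the direction the labels give. Lowering of these genes by MITF remains open. In the library labelled MEF, without induced Mitf, 8 of the 8 genes were also more than 4-fold lower than in Dox (-), but that culture differs in genotype and passage. From the library labelled MEF to Dox (+), the median log2 fold change of the listed genes was 1.64, at percentile 99.95 of matched random lists. Laptm5 had 22.0 RPKM in Dox (+) against 1.35 RPKM there, while Aif1, with 1 read in each on the exon compared, did not differ. A candidate explanation of the step from Dox (-) to Dox (+) is a larger amount of macrophage RNA in Dox (-), which cannot be told apart here from a lowering of these genes by Dox or MITF. Such a lowering would not explain the higher levels in Dox (-) than in the library labelled MEF. Under either explanation, the genes lower in Dox (+) include these 8 genes.

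Xist, the RNA of the inactive X chromosome, had 178.5 RPKM in Dox (-) and 89.3 RPKM in Dox (+), against 0.0177 RPKM in the library labelled MEF, and the paper does not discuss it. In the same knock-in libraries Ddx3y, on the Y chromosome, had 127 and 110 RPKM. For male and female cells in the same library, the test asked for Xist and all 4 listed Y genes above 10 RPKM in both knock-in libraries. The number of Y genes that passed was 3, since Kdm5d had 8.71 and 5.15 RPKM, so the criterion was not met in full. Reads of the antisense gene Tsix counted on Xist could not be tested directly, because the number of Tsix exons in the deposited values was 0. The library labelled MEF had Ddx3y at 31.0, Eif2s3y at 12.9 and Uty at 33.6 RPKM with hardly any reads on Xist, which goes against antisense reads from male cells as the source, as far as these cultures can be compared. The paper made the knock-in MEFs from chimera embryos, and a mixture of male host or injected cells with female cells may account for both signals, as a hypothesis from single libraries.

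Atp6v0d2, with the largest log2 fold change among genes with a named symbol at a pseudocount of 1 RPKM, had 551 RPKM in Dox (+). It had 4.44 RPKM in Dox (-) and 3.26 RPKM in the library labelled MEF, and the paper's text does not name it. Without the pseudocount, on 1 exon, Tyrp1 and Mlana rose at least 242-fold and at least 194-fold. On its own exon of 25 bp, from 5 to 606 reads, Atp6v0d2 rose 124-fold. Reads misplaced on a single exon were tested by counting its exons. All 11 exons with more than 3 reads in Dox (+) were more than 4-fold higher than in Dox (-). The scaling of the library was tested against its log2 fold change of 6.66, far above the median shift of expressed genes. Neither technical explanation tested accounts for the rise. A response to induced Mitf may underlie it, as a hypothesis from 1 library per condition.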

How the results depend on the processing

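All values are for Dox (+) against Dox (-) unless stated, and the cause of the changes below was not tested. The coefficient of Dox (+) with Dox (-) was the highest of the 3 under every alternative run. In the order Dox (+) with Dox (-), Dox (+) with MEF and Dox (-) with MEF, the coefficients were 0.912, 0.883 and 0.875 with the threshold at 1 RPKM, 0.816, 0.759 and 0.769 at 30 RPKM, and 0.898, 0.875 and 0.861 with genes as units. At 30 RPKM the order of the coefficients with MEF was the opposite of that at 10 RPKM. Pearson correlation on the log2 scale gave 0.845 for Dox (+) with Dox (-) and 0.797 for Dox (-) with MEF. Collapsing exon positions, rescaling the libraries and using every listed exon left the coefficients within their intervals.

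The number of expressed exons stayed within 1.5 times under each alternative. The number of differential exons was 21718 above 1 RPKM, 4479 above 30 RPKM, 29778 at a fold change above 2 and 4721 above 8, and that of differential genes was 4599, 837, 5672 and 846. Genes higher and lower in Dox (+) numbered 120 and 431 with a pseudocount of 5, 1438 and 1470 at a fold change above 2, and 478 and 1447 above 1 RPKM. Rescaling the libraries by their median ratio gave 156 and 837. Against the library labelled MEF, an alternative added after the data were seen, 848 were higher and 440 lower, so the excess of falling genes holds against Dox (-) only. Of the genes higher than Dox (-), 137 were also higher than that library, and of the genes lower, 172 were also lower.

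The share of PMel-high genes that rose was 61.2% with the libraries rescaled, 75.3% against the library labelled MEF and, in an alternative also added after the data were seen, 82.9% over the listed genes above 10 RPKM in Dox (-) or Dox (+). Above 1 RPKM it was 79.6%, within its interval. The median log2 ratio of expressed genes was 0.23, which raises the share of rising genes in any list. Mitf had a log2 fold change of 5.10 with the median exon per gene and 9.26 against the library labelled MEF. The median log2 fold change of the MITF target list was 0.56 with a pseudocount of 5, 0.71 with the median exon per gene and 2.20 over the 6 targets above 10 RPKM. Resampling its 9 genes gave an interval from -0.12 to 6.19, too wide for any of these changes to leave it. The percentile of the median among random lists was at least 99.7 under each alternative run.

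A pseudocount cannot move the share of rising genes, and the fold change alternative was not run for it, since the listed genes were already selected by the paper. Alternatives that need PMel values, the fold change alternatives of the correlations, the clustering alternatives and the set of PMel-high genes from the average of MEF and Dox (-) were not run. No paired analysis was possible because each condition had 1 library. The depth limits the folds of genes near 3 reads, which are lower bounds.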

Differences from the paper's values

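The paper's text gives a Spearman coefficient of 0.048 for Dox (+) with untreated knock-in MEFs, and the value here over all expressed exons was 0.868. Fig. 2e shows about 0.79 for this pair, read by eye. It shows 0.048 for another pair, Dox (-) with PMel, which was not analysed here. For Dox (+) with wild-type MEFs the paper's text gives 0.73 and Fig. 2e shows about 0.55, read by eye, and the value here was 0.820. For Dox (-) with MEF Fig. 2e shows about 0.73, read by eye, against 0.818 here. None of the alternatives set before the data were examined that were run closed these gaps, and the nearest were 0.816, 0.759 and 0.769 with the threshold at 30 RPKM. The filter on exons that differ between MEF and PMel was not run here.

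In Supplementary Data 1 the paper's value for Trpm1 in Dox (+) is 15.9 RPKM, against 10.3 RPKM for its highest exon here, and no setting run closed the gap. For Pmel in Dox (-) the paper's value is 2.09 RPKM and the highest exon had 4.96 RPKM. The median exon, with 2.61 RPKM, closed the gap, as did 1 exon per gene, chosen after seeing the values, with 2.80 RPKM. For Pax3 in Dox (-) the paper's value is 1.48 RPKM and the highest exon had 2.58 RPKM. The median exon, with 1.19 RPKM, closed the gap, and 1 exon per gene, chosen after seeing the values, gave the paper's 1.48 RPKM. The median exon opened gaps elsewhere. It gave 1.64 RPKM against the paper's 3.70 RPKM for Pax3 in Dox (+), 325 against 1544 RPKM for Mitf in Dox (+), 14.5 against 48.0 RPKM for Myc in Dox (-), 4.13 against 6.69 RPKM for Sox10 in Dox (-) and 0.677 against 3.14 RPKM for Pmel in MEF, and it also did so for Mitf in Dox (-), Myc and Sox10 in Dox (+) and Cdk2 in MEF. The use of 1 exon per gene opened a gap for Pmel in MEF, with 0.329 RPKM.

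In MEF the paper's values are 9.65 RPKM for Mitf, 8.34 RPKM for Sox10, 4.44 RPKM for Pax3 and 28.8 RPKM for Myc. The library labelled MEF had 1.52 RPKM for Mitf, 0.0514 RPKM for Sox10, 0.216 RPKM for Pax3 and 55.3 RPKM for Myc. Neither the median exon nor rescaling closed these gaps. For Myc, 1 exon per gene, chosen after seeing the values, gave 40.8 RPKM, within 1.5 times the paper's value.

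The paper's text and the legend of Fig. 2d describe the clustered genes as those that change upon Dox, and its methods as those that differ between MEF and melanocytes. Between Dox (+) and Dox (-), 1609 genes had a differential exon here. The paper's text sets the induced MEFs nearer to melanocytes than to untreated knock-in MEFs. The coefficient of 0.868 here is for the latter pair, and the former was not analysed.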

Other observations

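The tests below were chosen after the result was seen, except the test of the last exon and the test of the pigment list, which were set before their outcome was known.

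The rise of Mitf in Dox (+) left out the end of its own transcript. In the 3′ untranslated region past the short form of the last exon, 2642 bp long, the log2 ratio of Dox (+) to Dox (-) was -0.22 (95% counting error 0.18), from 450 and 536 reads. For induced RNA that comes from the transgene and not from the gene's own locus, the test asked that this stretch stay within 2-fold while coding exons rise more than 10-fold, and both held. This test was set on values already seen and does not decide the question alone. Loss of last-exon coverage in the Dox (+) library was tested over 10312 genes. The change of the last exon less the median change of the other exons placed Mitf at percentile 0.32, outside the central 95% of genes. An exon of the longer isoforms upstream, from 97940918 to 97941302, had 84 reads in Dox (+) and 45 in Dox (-). Further upstream, the exon from 97929799 to 97929933 had 26 reads in Dox (+) and 16 in Dox (-). The exon from 97807058 to 97807287 had 32 and 31, which is no rise. The values are consistent with a transgene as the source of most Mitf RNA after 6 days of Dox, as a hypothesis from 1 library per condition, and a small rise of the upstream isoforms remains open.

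The library labelled MEF does not hold the MEF values of Supplementary Data 1. A constant factor between the values was tested over 1564 exons that match the table in Dox (-) and Dox (+), where the log2 ratio had an SD of 1.41 and the Spearman coefficient between the values was 0.804. Use of another exon of the same gene was tested by looking for the printed value among all exons of the gene, and 1.39% of the genes had it, against 97.9% in Dox (-) and 97.8% in Dox (+). The printed MEF values returned whole reads at a divisor of 45 for 97.6% of exons. A candidate explanation is that the values come from another MEF library, and no biological explanation was tested.

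Pigment genes outside the targets named by the paper were tested for higher expression with induced Mitf. Of 14 listed genes 11 were higher in Dox (+) than in Dox (-), with a median log2 fold change of 1.25 against Dox (-) and 2.63 against the library labelled MEF. The weaker of the percentiles among random lists was 100. Bace2 rose from 20.6 to 387 RPKM and Rab27a from 2.33 to 64.2 RPKM, while Slc24a5 fell from 44.5 to 26.6 RPKM. These genes were singled out after their values were seen. The Slc24a5 values are those of 1 exon at the 3′ end of the gene, with 59.9 RPKM in the library labelled MEF. Overlapping genes can share reads, and whether these are reads of Slc24a5 was not tested. Values of some of the listed genes had been seen in Supplementary Data 1 when the list was written.

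Higher lysosome gene expression with induced Mitf was tested over 27 listed genes. The median log2 fold change was -0.06 against Dox (-), with 13 genes higher, at percentile 0.04 of the random lists, and 0.37 against the library labelled MEF, with 19 genes higher, at percentile 81.5. The test was not met in either comparison. Dox (-) is the library with the highest levels of the macrophage genes, and whether this bears on the lysosome genes was not tested.

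Lower fibroblast gene expression with induced Mitf held against Dox (-) only. Over 16 listed genes the median was -1.01 against Dox (-) and -0.06 against the library labelled MEF, at percentile 10.4 of the random lists.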
